A study of Enchytraeus crypticus with 60 samples. Its data were reported in "Variation-preserving normalization unveils blind spots in gene expression profiling" (2017).

How the data were processed

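RNA of 60 pools of 20 whole worms of the soil oligochaete *Enchytraeus crypticus* was measured on 60 custom Agilent gene expression arrays of the 4 × 44k format, with 1 colour (Cy3) and 1 array per sample. The labels place the arrays in 20 groups of 3. The study holds further exposures besides silver, which are not analysed here.

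Per the file headers and the study's methods, the authors quantified the scanner images with Agilent Feature Extraction 10.7.3.1, which wrote an intensity per spot, corrected for background within the array (the processed signal), with the median intensity of the spot and of its local background, and flags for spots that were positive and significant against background, well above background, saturated or outliers. The deposited series matrix holds the same intensity per probe, rounded to 3 digits, with a largest difference of 0.498%, so that it tested only the rounding. Each array had 45167 spots, of which 1417 were controls and 43750 were gene probes with 1 spot each. The files pair probes with identifiers of contigs and reads and with no gene name, so that the list of stress-response genes planned before the data were examined was not used here.

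The values analysed were log2 of the processed signal. After the study's rule, probes flagged positive and significant on all 60 arrays were kept, which left 23179 probes (53.0% of the gene probes). No spot was saturated. In the kept probes, 308 spots in 299 probes carried an outlier flag; these spots were set missing in the model, and their probes stayed out of the normalization.

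Arrays were normalized by SVCD (standard-vector condition-decomposition) normalization, the study's method, written anew after its description. Arrays are first shifted to each other within each group of 3. The group means are then shifted to each other over no-variation probes only, found in repeated rounds as the probes whose p-values from an analysis of variance over the 20 groups passed a one-sided Kolmogorov-Smirnov test of uniformity at 0.001. MedianCD normalization takes the same steps with medians. Median normalization sets the median of all probes equal on every array, and Quantile normalization the whole distribution.

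Differential expression was tested with limma 3.58.1 in R 4.3.3 (lmFit, contrasts and eBayes, two-sided), in one model with a mean per group over all 60 arrays, with Benjamini-Hochberg adjustment over the probes of each comparison and a false discovery rate below 5%. A probe past it is called a DEG (differentially expressed gene), after the study's usage. Un-spiked soil was the control of AgNO3 and of the coated and non-coated particles, and soil with the dispersant was the control of Ag NM300K, each at its own time. Dose was tested per material by a moderated F-test of EC50 against EC20 over both times, and time by a moderated F-test of the change of the treatment effect between 3 and 7 d over both doses. A test of the change of the dispersant effect between 3 and 7 d was added after the data had been seen. Between-condition variation was the standard deviation over the 20 groups of the group mean of the mean log2 level. Similarity of 2 treatments was the Pearson correlation of their log2 fold changes across probes, which are not independent replicates, and was set beside 100 draws in which the deviations of whole arrays from their group means were dealt at random to the groups. These draws used the probes without outlier spots and were added after the data had been seen. They replaced an earlier simulation with independent arrays, which gave means of 0.499 for pairs that share a control and 0.000774 for 2 times, because real arrays are correlated. Where the files give only identifiers, the rule fixed beforehand names the 2 over- and the 2 under-expressed probes called with one sign in the most of the 16 comparisons, with ties broken by the mean size of change.

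The scripts were tested on simulated data with 23179 probes, read out for AgNO3 EC20 against un-spiked soil at 3 d. Changes were simulated in that treatment only. With no change, SVCD, MedianCD and Median normalization gave 0 calls each. With 100 probes raised and 100 lowered, 91.5% were recovered after each of the 3 normalizations. With 3000 probes raised by 2 on the log2 scale, SVCD recovered 94.8% with 3.85% of its calls false, and Median normalization recovered 92.4% with 37.6% false. With 10000 probes raised by 1, SVCD recovered 71.6% with 3.01% false, and Median normalization recovered 36.6% with 48.4% false. These rates describe the simulated data only. The real arrays are correlated within slides, and many of the real groups differ. Whether the rates carry over to the real arrays was not tested, so they give no false share for the counts below.

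Alternatives fixed before the data were examined were the other normalizations, the 75th percentile of each array, scaling by 6 of the 10 Agilent spike-in probes (those well above background on all arrays), other filters on dim probes, normexp background correction with an offset of 50, the series matrix, the replicate number, slide or scan day as a block, slide as a random block, a model of the compared groups alone, the methods' t-test, and leaving out each array in turn with the normalization repeated. Normexp used the median spot intensity in place of the mean, which was not used here. Keeping outlier spots, Median normalization with slide as a block, and exchanging the 2 kinds of control were added after the data had been seen. A count was taken as the same within 1.5 times. Shares and sizes of change were taken as the same within 1 jackknife standard error over the 6 arrays compared, and variation and similarity over all 60.

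The arrays lay on 16 slides scanned on 4 days in 20 passes, with 3 arrays of 1 slide on a second scanner. Deviations of arrays from their group means correlated at a mean of 0.267 for 83 pairs on the same slide and at -0.0134 for 1627 pairs on different slides. The consensus correlation within slides was 0.354, and within scan days 0.0918. For arrays of the same replicate number the mean was 0.0162, and all 3 same-number correlations were over 0.1 in 2 of the 16 comparisons, so the numbers were not taken to pair the samples. No 2 arrays were identical. The number of arrays limits the precision of every value. Figures were drawn with matplotlib 3.10.9, and correlations over groups were tested with numpy 2.4.6 by 100000 permutations.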

Results

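Gene expression of the soil worm *Enchytraeus crypticus* was measured on 60 arrays after exposure in soil to 4 forms of silver: silver nitrate (AgNO3), particles coated with polyvinylpyrrolidone (Ag-NPs PVP-Coated), particles without a coating (Ag-NPs Non-Coated), and the reference nanomaterial Ag NM300K, which comes in a dispersant. Each form was given for 3 or 7 d at concentrations that lower reproduction by 20% (EC20) or 50% (EC50). This gave 16 treatments. There were 4 control groups, namely un-spiked soil and soil with the dispersant of Ag NM300K at 3 and 7 d. Each of the 20 groups had 3 arrays, and each array held the RNA of 20 worms.

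The median processed signal of an array ranged from 10.6 to 31.4, and 66.9% to 97.7% of its gene probes were above background. The share of probes well above background ranged from 44.8% to 85.4%. Log2 signals of arrays of 1 group correlated across probes at 0.946 to 0.992, with a median of 0.977. Pairs of arrays from different groups had a median of 0.972.

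The first question was how much the expression level varied between conditions after each normalization. After SVCD normalization, the mean log2 level of the 23179 kept probes varied between the 20 groups with a standard deviation of 0.114. It was 0.185 after MedianCD, 0.0183 after Median and 0.000667 after Quantile normalization. SVCD took 6587 of 22880 probes as no-variation probes and MedianCD took 4956, of which 4828 were shared. With 6587 probes drawn at random in their place, the variation lay between 0.0138 and 0.0173 in 20 draws. With probes taken in decreasing order of the p-value found after SVCD, it was 0.154 for 100 probes, 0.130 for 5000, 0.0814 for 10000 and 0.0159 for all 22880. By construction the probes of highest p are flat after SVCD, so that the small sets are no independent test of it. After SVCD the un-spiked control at 3 d had the lowest level of the 20 groups, at -0.29 from their mean on the log2 scale with a standard deviation of 0.05 between its 3 arrays. The highest was Ag-NPs Non-Coated EC50 at 3 d, at 0.22 with a standard deviation of 0.02. Of all normalizations, Quantile gave the lowest variation and spike-in scaling the highest, 0.304.

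**Figure D1:**
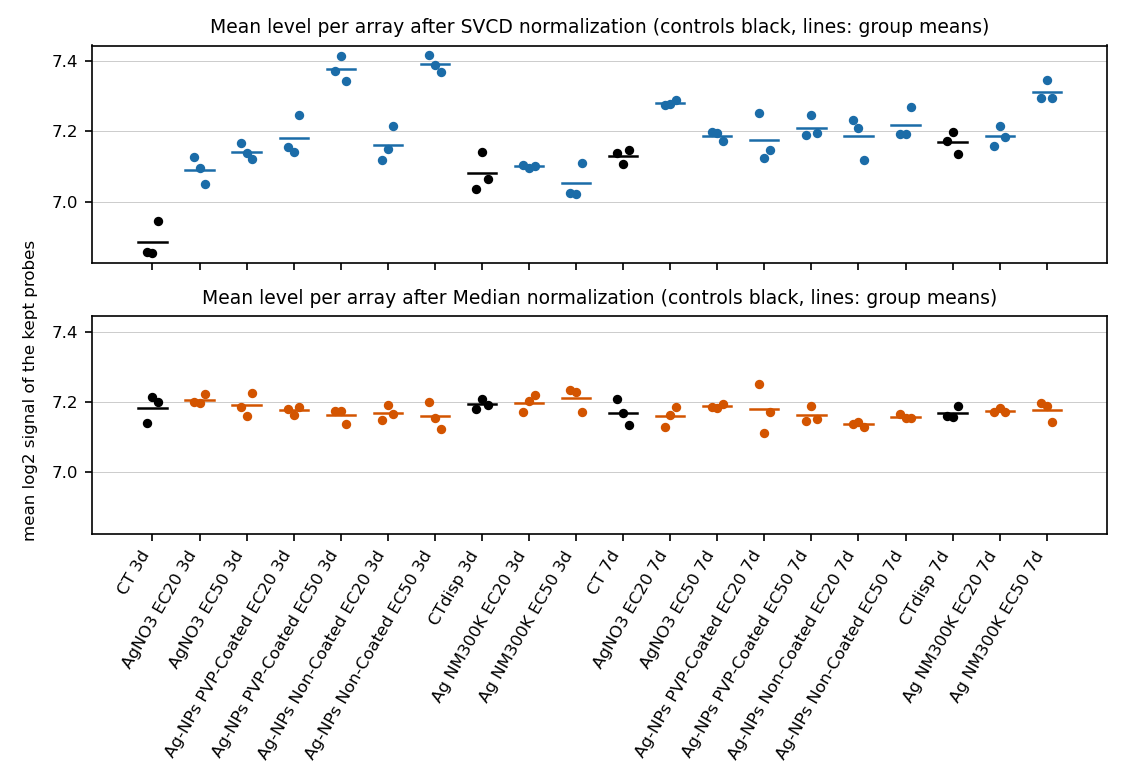
Mean log2 processed signal of the kept probes on each array (points) and per group (lines) after SVCD normalization (top) and Median normalization (bottom), with 3 arrays per group. After SVCD the group means spread with a standard deviation of 0.114 and the un-spiked control at 3 d is lowest, while Median normalization leaves 0.0183.

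The main comparison asked how many probes each treatment changed against its control. At 3 d, the 6 treatments set against un-spiked soil had between 2968 and 11431 DEGs of 23179 probes. AgNO3 had 2975 at EC20 and 4168 at EC50. Ag-NPs PVP-Coated had 3857 and 10931, and Ag-NPs Non-Coated had 2968 and 11431, in the same order of dose. Between 94.9% and 98.6% of these DEGs were over-expressed. After Median normalization the same 6 comparisons gave 861, 181, 777, 3086, 733 and 2248 DEGs, with over-expressed shares of 78.0%, 61.9%, 83.3%, 60.6%, 69.0% and 59.5%. Their median log2 fold change over all probes was 0.19, 0.28, 0.27, 0.55, 0.24 and 0.58 after SVCD, so that the over-expressed shares include a shift of the whole distribution. All 6 share the same 3 control arrays. Without replicate 3 of that control, the 6 counts were 617, 328, 1124, 7117, 1107 and 7579. Ag NM300K, set against soil with dispersant, had 336 DEGs at EC20 and 424 at EC50, of which 38.4% and 28.1% were over-expressed. After Median normalization these were 287 and 275 DEGs, with shares of 39.7% and 39.6%. Without replicate 3 of the dispersant control, the shares were 89.9% and 82.0%, so that 1 array decides which direction prevailed.

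At 7 d, the counts ranged from 28 to 1745. AgNO3 had 35 DEGs at EC20 and 28 at EC50, Ag-NPs PVP-Coated 414 and 1745, Ag-NPs Non-Coated 187 and 327, and Ag NM300K 69 and 1330. The over-expressed shares were 85.7% and 57.1% for AgNO3, 65.5% and 72.8% for Ag-NPs PVP-Coated, 57.8% and 73.7% for Ag-NPs Non-Coated, and 42.0% and 92.7% for Ag NM300K. After Median normalization the 8 counts were 8, 26, 319, 1193, 165, 176, 53 and 211. The shares were then 25%, 34.6%, 50.2%, 50.6%, 33.3%, 38.1%, 32.1% and 55.9%. The majority of DEGs changed direction with the normalization for AgNO3 and Ag-NPs Non-Coated at both doses. Single arrays decided several of these counts. That of Ag NM300K EC50 was 53 without its replicate 1 and 3664 without its replicate 2. That of AgNO3 EC20 was 3 without its replicate 1 and 102 without replicate 2 of un-spiked soil.

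**Figure D2:**
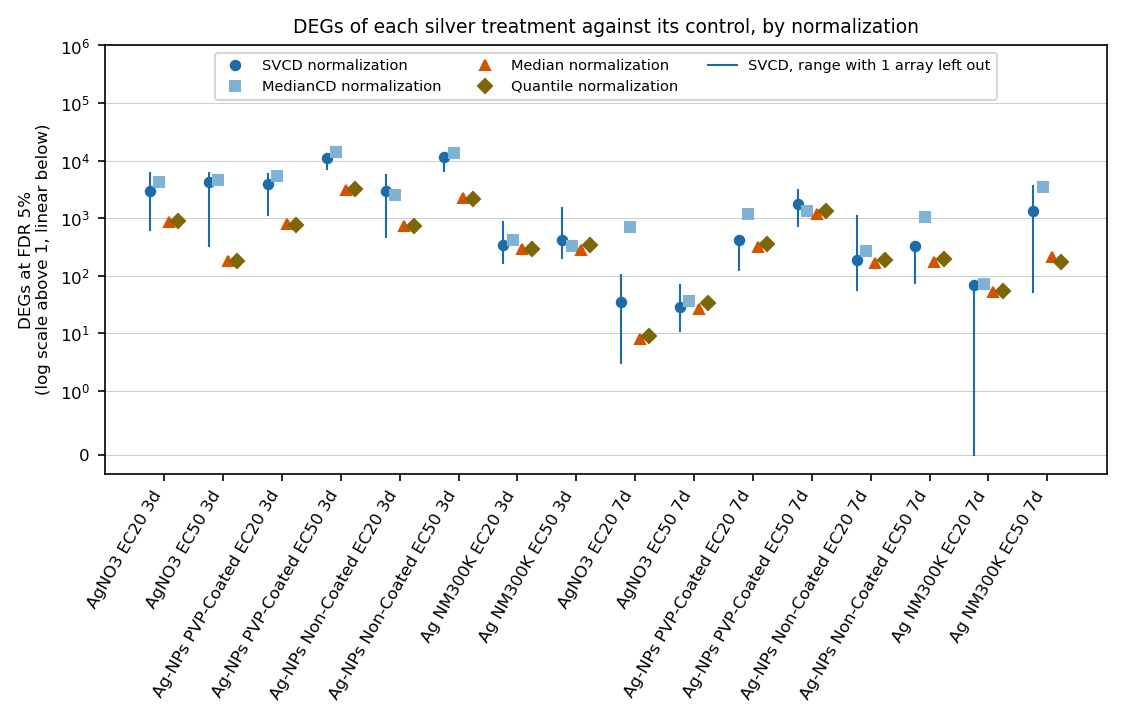
Number of DEGs (vertical axis, log scale above 1) of the 16 treatments against their controls at a false discovery rate of 5% after 4 normalizations, with the lowest and highest SVCD count when 1 of the 6 arrays is left out (lines). The counts at 3 d against un-spiked soil lie between 2968 and 11431 after SVCD and between 181 and 3086 after Median normalization.

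**Figure D3:**
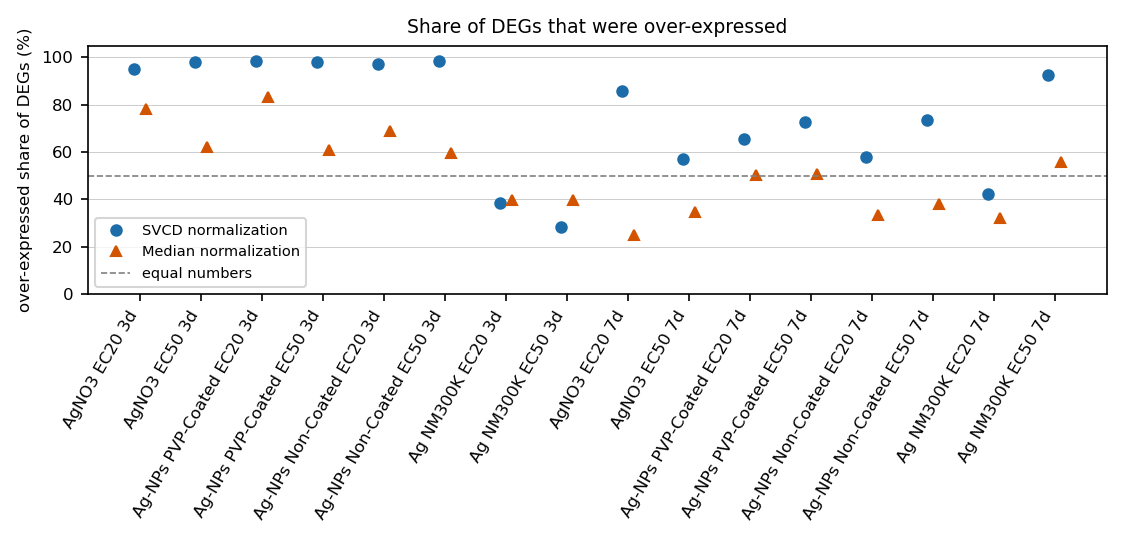
Over-expressed share of the DEGs (vertical axis, %) of the 16 treatments after SVCD and Median normalization. The share lies above 50% in 13 of 16 treatments after SVCD and in 9 after Median normalization.

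Of the alternatives, the methods' t-test on the same values lowered the counts by more than 1.5 times in the most comparisons, 15 of 16. After Benjamini-Hochberg adjustment it called 7893 probes for Ag-NPs PVP-Coated EC50 and 5913 for Ag-NPs Non-Coated EC50 at 3 d, and at most 7 in each of the other 14 comparisons. It called between 1234 and 11233 probes per comparison at an unadjusted p below 5%. A limma model of the compared groups alone gave 10282 and 9502 DEGs for the former 2 treatments, 612 and 262 for the EC20 of the same materials at 3 d, 320 for Ag-NPs PVP-Coated EC50 at 7 d, and at most 3 in each of the other 11. With slide as a block, the 6 counts against un-spiked soil at 3 d were 2297, 2305, 3554, 9791, 2471 and 8060, and with scan day as a block 2023, 4789, 4364, 10831, 3399 and 11968, in the order above. At 7 d slide as a block gave 157 and 192 DEGs for AgNO3, 478 for Ag NM300K EC20 and 3852 for Ag-NPs PVP-Coated EC50. It changed the direction of the majority for Ag-NPs PVP-Coated EC20, to 43.8% over-expressed, and for Ag NM300K EC20, to 57.1%.

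The median absolute log2 fold change of the DEGs ranged over the 16 treatments from 0.75 for AgNO3 EC50 at 3 d to 1.496 for AgNO3 EC50 at 7 d, that is from 1.68-fold to 2.82-fold. The lower quartiles started at 0.60 and the upper quartiles reached 2.34. At 3 d the medians were 0.92 and 0.75 for AgNO3, 0.89 and 0.90 for Ag-NPs PVP-Coated, 0.995 and 0.89 for Ag-NPs Non-Coated, and 1.17 and 1.13 for Ag NM300K. At 7 d they were 1.39 and 1.496, 0.98 and 0.87, 1.19 and 0.996, and 1.10 and 0.77 in the same order. The median standard error of a log2 fold change was 0.29. A model of the compared groups alone gave the largest single move, with a range of 0.92 to 7.68 over the 11 comparisons in which it called any probe.

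The 2 kinds of control were compared because they decide whether Ag NM300K can be set against the other materials. At 3 d the dispersant control differed from un-spiked soil in 1290 probes, of which 98.0% were higher with dispersant. After Median normalization 79 probes were called, with 82.3% higher. This count rests on single arrays: it was 47 without replicate 3 and 5946 without replicate 2 of the dispersant control. At 7 d limma called 0 probes, with 872 at an unadjusted p below 5%, and the methods' t-test also called 0. Over time, 4288 probes differed in un-spiked soil between 7 and 3 d, of which 94.5% were higher at 7 d. In soil with dispersant 2358 probes differed, of which 66.8% were higher. After Median normalization these counts were 1630 and 2116, with 68.6% and 50.9% higher. Without replicate 3 of the un-spiked control at 3 d, its count over time was 1460. Of the 4288 probes, 2616 were also called with the same sign in at least 4 of the 6 treatments set against un-spiked soil at 3 d. Of the 1290 dispersant calls at 3 d, 852 were, and 656 were called with the same sign in un-spiked soil over time. All of these comparisons share the un-spiked arrays of 3 d, so that they are not separate evidence of an effect of time or of the dispersant.

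The dose comparison asked whether EC50 differed from EC20 within a material. The F-test called 42 probes for AgNO3, 7 for Ag-NPs Non-Coated, and 0 for Ag-NPs PVP-Coated and Ag NM300K. At an unadjusted p below 5% it called 2579, 4929, 3281 and 1921 in that order. Normexp background correction moved the counts of Ag-NPs Non-Coated and Ag-NPs PVP-Coated most in number, to 13417 and 11696. That correction also moved the DEGs of Ag-NPs Non-Coated EC20 at 7 d from 187 to 12695, and whether it suits these data is open. MedianCD normalization moved Ag NM300K most, to 1558, and gave 5008 for Ag-NPs Non-Coated. Slide as a random block gave 293 for AgNO3. As a fixed block slide gave 138 for AgNO3 and 0 for Ag-NPs Non-Coated, and scan day as a block gave 42 and 1294. Both blocks left the other 2 materials at 0. Without replicate 3 of AgNO3 EC20 at 3 d, the count of AgNO3 was 2040, and without replicate 3 of Ag-NPs Non-Coated EC20 at 7 d, that of Ag-NPs Non-Coated was 4546.

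The time comparison asked whether the effect of a treatment differed between 3 and 7 d. The interaction F-test called 15 probes for AgNO3, 3138 for Ag-NPs PVP-Coated, 2513 for Ag-NPs Non-Coated and 540 for Ag NM300K. After Median normalization these counts were 3, 278, 28 and 95. Normexp background correction moved the coated and non-coated particles most in number, to 11535 and 11017, with the same doubt. Spike-in scaling moved Ag NM300K most, to 6563, and slide as a random block gave 607 for AgNO3. Leaving out replicate 3 of AgNO3 EC20 at 3 d moved AgNO3 most, to 1874. Without replicate 2 of un-spiked soil at 7 d, the counts of the coated and non-coated particles were 977 and 217.

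Similarity of treatments was compared through the correlation of their log2 fold changes across the 23179 probes, which are not independent replicates. The 2 doses of a material at 1 time correlated at a median of 0.723 over 8 pairs. The 2 times of a material at 1 dose, which share no arrays, correlated at a median of 0.232 over 8 pairs. For Ag NM300K these correlations were -0.00744 at EC20 and -0.0864 at EC50. Different materials with the same control correlated at a median of 0.742 over 12 pairs, and the highest was 0.931 between the coated and non-coated particles at EC50 and 3 d. Ag NM300K and the other materials, which share no arrays, correlated at a median of 0.388 over 12 pairs, from -0.0611 to 0.591. This median was 0.214 without replicate 2 of the dispersant control at 3 d and 0.225 with no filter on dim probes. The median for the 2 times of a material was 0.120 with slide as a block and 0.140 with no filter. Slide as a block moved the value of different materials with the same control most, to 0.590. For a no-change value, the deviations of whole arrays from their group means were dealt at random to the groups in 100 draws. Their medians ranged from 0.262 to 0.684 for 2 doses, from -0.314 to 0.286 for 2 times, from 0.209 to 0.724 for materials with the same control and from -0.356 to 0.272 for Ag NM300K and the others. The values without a block were reached in 0, 1, 0 and 0 of 100 draws in that order. That for 2 times, 0.232, thus lay inside its range already without a block. With slide as a block the values for 2 times and for materials with the same control lay inside these ranges. With no filter all 4 did. Materials with the same control also lay inside with slide as a random block (0.675), with normexp (0.710) and without replicate 2 of AgNO3 EC50 at 3 d (0.700). Arrays left out aside, the remaining settings stayed above the range for this kind, apart from Median normalization with slide as a block (0.590). Ag NM300K and the others lay inside without replicate 2 of the dispersant control at 3 d. The draws were not repeated for any of these settings. The draws did not keep the slides of the groups. A shift of whole arrays, such as Median normalization makes, changes these correlations by construction only through probes with missing spots.

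**Figure D4:**
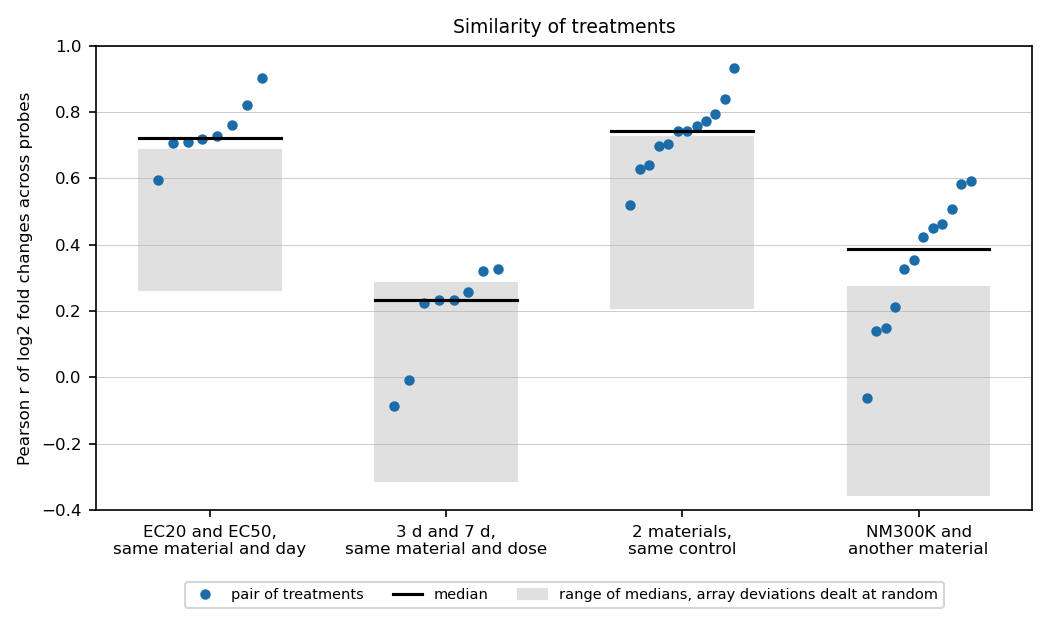
Pearson correlation across probes of the log2 fold changes of pairs of treatments (points) after SVCD normalization, with the median of each kind of pair (solid lines) and the range of that median when the deviations of arrays are dealt at random to the groups (grey). Pairs of different materials with the same control have a median of 0.742, where random dealing reaches 0.724.

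Over the 16 comparisons, 13435 probes were called at least 1 time, 479 of them with both signs, and 1 probe was called in all 16 with one sign. That probe, CUST_31050_PI427420766_b (sequence GYUW2K401DLXG6), was lower in every treatment. Its log2 fold change ranged from -8.88 for Ag-NPs PVP-Coated EC50 at 7 d to -2.72 for AgNO3 EC20 at 3 d, with a standard error of 0.83 and limma adjusted p-values from 2.19e-09 to 0.0290. Its mean log2 signal was 13.27 ± 0.79 (SD, n = 3) in un-spiked soil at 3 d, 13.95 ± 0.76 at 7 d, 13.17 ± 0.99 with dispersant at 3 d and 13.54 ± 0.63 at 7 d. It was well above background on all 60 arrays. It was called in 14 comparisons with slide or scan day as a block, in 13 after Median normalization with slide as a block or with no filter, in 14 with spike-in scaling or normexp, in 8 by a model of the compared groups alone, and in 14 without replicate 3 of un-spiked soil at 3 d. CUST_1243_PI427420766_b (contig02741) was lower in all 16 treatments and called in 15, with log2 fold changes from -3.54 to -1.68 and a standard error of 0.53. The exception was Ag NM300K EC20 at 3 d, with a limma adjusted p of 0.0636.

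CUST_7701_PI427420766_b (contig22277) was higher in all 16 treatments and called in 14. The 2 others were the Ag NM300K treatments at 3 d. In un-spiked soil at 7 d it was not well above background on any array, so that the 6 comparisons with that control give only bounds, set against the lowest signal well above background on each array: it was at least 3.05-fold to at least 3.82-fold higher. In the other 10 comparisons its log2 fold change ranged from 0.68 to 2.29, with a standard error of 0.33. CUST_3884_PI427420766_b (contig25393) was higher in all 16 treatments and called in 13, with log2 fold changes from 0.95 to 2.92 and a standard error of 0.33. The 3 others were AgNO3 at both doses and Ag NM300K EC20, each at 7 d. The mean fold change of each of these 4 probes kept its sign in every alternative run for it, which did not include the exchanged controls or the methods' t-test. A model of the compared groups alone called CUST_1243_PI427420766_b in 4 comparisons and the 2 higher probes in 5 each, normexp called CUST_7701_PI427420766_b in 3, and slide as a block called them in 14, 13 and 14, in the order named.

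**Figure D5:**
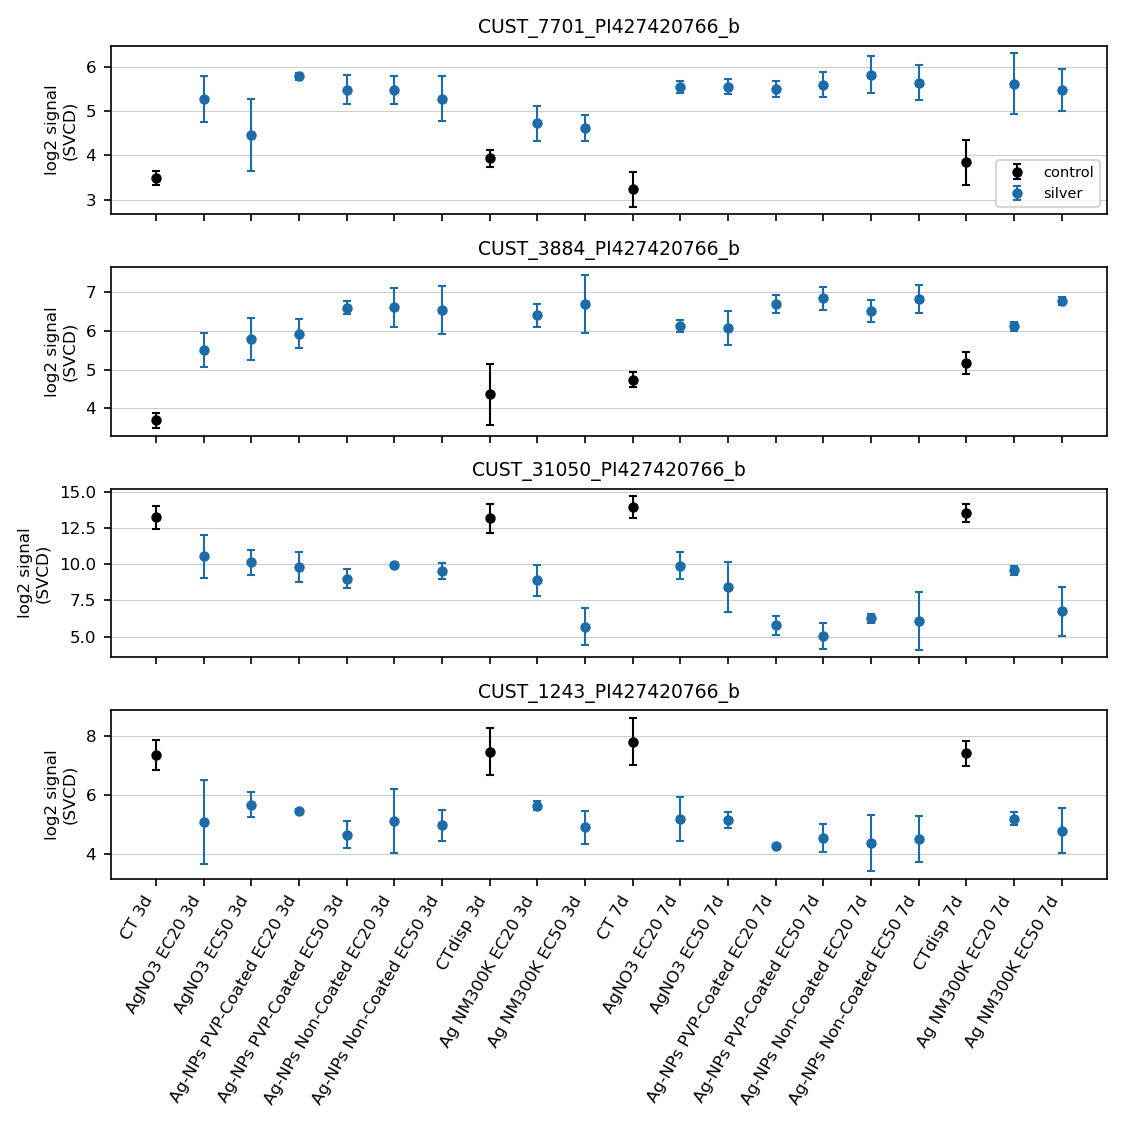
Mean log2 signal after SVCD normalization of the 4 named probes in the 20 groups, with the standard deviation of 3 arrays (bars), for controls (black) and silver treatments (blue). CUST_31050_PI427420766_b lies between 13.17 and 13.95 in the controls and below 10.6 in all treatments.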

Values the study reported

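The study reported that 18,339 of 43,750 gene probes had good signal in all 153 samples of its 51 conditions. After its 2 new normalizations, it reported that the interquartile range of the absolute fold change of the differentially expressed genes lay above 1.5-fold for every treatment. The median absolute fold change was reported as above 2-fold for more than 28 treatments (67%).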

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

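Slide as a block and Median normalization were alternatives fixed before the data were examined, but were chosen as tests of these results only after the results were seen. Exchanging the 2 kinds of control, Median normalization with slide as a block, and the time test of the dispersant itself were also chosen after. The tests of scan day, of single arrays and of other splits were chosen before, except those of the time test of the dispersant. Each result here drew attention because the effect of a treatment differed between 3 and 7 d by a test of the difference itself. Exposure time is the biological difference that the design names, and it stays open for all of them. For the splits, the arrays of the groups compared were dealt at random within each time. They test against no difference between these groups at either time, not against an equal effect at both. The values stayed normalized with the real groups, which may favour the real split.

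For Ag-NPs PVP-Coated the time test called 3138 probes. Of 100 splits of the arrays, 2 gave as many, the real one included, and the other gave 6022. This share is below 5%, which argues against chance only within the limits of the splits given above. Neither this share nor those below were adjusted over the tests of this section. Scan day as a block gave 2929 probes, slide as a block 3673, and the dispersant control in place of un-spiked soil 1883, which argues against each of these as the whole cause. Here and below only counts were compared, not whether the same probes were called. Leaving out replicate 2 of un-spiked soil at 7 d gave the lowest count, 977, so that no single array made the whole result. Median normalization gave 278, which is under 0.1 of the count, and 299 with slide as a block. The between-condition step of SVCD is therefore a candidate explanation of most of the calls, and a real shift of many probes that Median normalization removes stays open beside it.

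For Ag-NPs Non-Coated the time test called 2513 probes, and 3 of 100 splits gave as many, with 5023 in the largest other split. This share is below 5%, with the same limits. Scan day as a block gave 3050, slide as a block 1572 and the dispersant control 1023, which argues against each as the whole cause. Leaving out replicate 2 of un-spiked soil at 7 d gave the lowest count, 217, but the 1023 probes came from a comparison that uses no un-spiked array, which argues against that array as the whole cause. Median normalization gave 28 probes, and 32 with slide as a block. The between-condition step is thus a candidate explanation, and a real shift of many probes stays open beside it.

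For Ag NM300K the time test called 540 probes, and 2 of 100 splits gave as many, the other with 1127. This share is below 5%, with the same limits. Scan day as a block gave 917 and slide as a block 1042. Median normalization gave 95 alone and 539 with slide as a block, and leaving out replicate 2 of the dispersant control at 7 d gave 106. All are over 0.1 of the count, which argues against the between-condition step and against 1 array as the whole cause. With un-spiked soil as the control the count was 8, so that the result depends on the control chosen.

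For AgNO3 the time test called 15 probes, and 17 of 100 splits gave as many, so that chance cannot be excluded. Slide as a block gave 174 probes, which argues against slide as the cause. Leaving out replicate 2 of AgNO3 EC20 at 7 d gave 1 probe, and a single array may therefore account for the result. Scan day as a block gave 6, Median normalization 3, or 54 with slide as a block, and the dispersant control 6. With so few probes, scan day, the between-condition step and the un-spiked control arrays cannot be told apart from an effect of time.

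The effect of the dispersant itself differed between 3 and 7 d in 60 probes, 3 of them higher and 57 lower at 7 d relative to 3 d. At an unadjusted p below 5% limma called 3111. As many were called in 12 of 100 splits, so that chance cannot be excluded. Scan day as a block gave 62 probes, which argues against scan day. Slide as a block gave 26, too few to decide. Limma called 0 after Median normalization and 0 without replicate 3 of un-spiked soil at 3 d, so that the between-condition step or this single array may account for the result. Without replicate 2 of the dispersant control at 3 d the count was 2021.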

How the results depend on the processing

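Keeping outlier spots, Median normalization with slide as a block, exchanging the 2 kinds of control, and the alternatives for the time test of the dispersant were chosen after the results were seen. So were further alternatives for the similarity of treatments, namely MedianCD normalization, the 75th percentile, spike-in scaling, the blocks and the series matrix. All other alternatives were fixed before the data were examined. Lists of 8 values at one time follow the order AgNO3 EC20, AgNO3 EC50, Ag-NPs PVP-Coated EC20, Ag-NPs PVP-Coated EC50, Ag-NPs Non-Coated EC20, Ag-NPs Non-Coated EC50, Ag NM300K EC20 and Ag NM300K EC50. Where fewer counts, shares or sizes are listed, the others stayed within the limits of the next paragraph. Sizes of change are median absolute log2 fold changes of DEGs. For every change given here, the cause was not tested, except where the text names it.

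Apart from leaving out arrays, the DEG count of a treatment stayed within 1.5 times in 134 of 288 values. The over-expressed share stayed within its spread in 177 of 267 values, and the majority changed direction in 59. Sizes of change stayed within their spread in 195 of 251 values, the control comparisons in 42 of 66, dose in 35 of 64, the time test in 25 of 72, variation in 14 of 21 and similarity in 56 of 60. The number of comparisons that called a named probe stayed the same in 26 of 61 values and was lowest, at 3, with normexp background correction. The series matrix and kept outlier spots left every result they were run on within these limits. Similarity under whole-array shifts hardly moves by construction. The variation after SVCD was 0.0158 with random probes in the between-condition step, and 0.0443, 0.0196 and 0.0159 with the 15000, 20000 and 22880 probes of highest p. The smaller sets of highest p, found after SVCD, stayed within the spread in part by construction.

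Median normalization gave counts of DEGs of 861, 181, 777, 3086, 733, 2248, 287 and 275 at 3 d, and 8, 26, 319, 1193, 165, 176, 53 and 211 at 7 d. Median-normalized over-expressed shares were 78.0%, 61.9%, 83.3%, 60.6%, 69.0%, 59.5%, 39.7% and 39.6% at 3 d, and 25%, 34.6%, 50.2%, 50.6%, 33.3%, 38.1%, 32.1% and 55.9% at 7 d. Median-normalized sizes of change were 1.27 for AgNO3 EC50 at 3 d, 1.32 for Ag-NPs PVP-Coated EC20 at 3 d, 1.14 for Ag-NPs PVP-Coated EC50 at 3 d and 1.15 for Ag-NPs Non-Coated EC50 at 3 d. Median-normalized control counts were 79 for the dispersant effect at 3 d and 1630 for un-spiked soil over time. Median-normalized dose counts were 0 for Ag-NPs Non-Coated. Median-normalized time counts were 95 for Ag NM300K, 28 for Ag-NPs Non-Coated, 278 for Ag-NPs PVP-Coated, 3 for AgNO3 and 0 for the dispersant.

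Quantile normalization gave counts of DEGs of 906, 182, 748, 3230, 719, 2152, 294 and 339 at 3 d, and 9, 34, 352, 1328, 184, 198, 55 and 173 at 7 d. Quantile-normalized over-expressed shares were 72.3%, 63.7%, 84.6%, 62.8%, 75.9%, 63.7%, 42.5% and 37.8% at 3 d, and 33.3%, 44.1%, 49.7%, 54.9%, 33.2%, 36.9%, 32.7% and 43.4% at 7 d. Quantile-normalized sizes of change were 1.21 for AgNO3 EC50 at 3 d, 1.28 for Ag-NPs PVP-Coated EC20 at 3 d, 1.09 for Ag-NPs PVP-Coated EC50 at 3 d and 1.10 for Ag-NPs Non-Coated EC50 at 3 d. Quantile-normalized control counts were 75 for the dispersant effect at 3 d and 1720 for un-spiked soil over time. Quantile-normalized dose counts were 2 for Ag NM300K and 0 for Ag-NPs Non-Coated. Quantile-normalized time counts were 139 for Ag NM300K, 20 for Ag-NPs Non-Coated, 260 for Ag-NPs PVP-Coated and 7 for AgNO3.

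The 75th percentile of each array gave counts of DEGs of 845, 185, 809, 3086, 767, 2277, 283 and 286 at 3 d, and 8, 25, 337, 1221, 161, 180, 49 and 181 at 7 d. 75th-percentile over-expressed shares were 76.7%, 63.2%, 84.3%, 61.4%, 70.4%, 60.7%, 39.2% and 39.9% at 3 d, and 25%, 36%, 45.4%, 44.1%, 29.2%, 36.7%, 26.5% and 48.1% at 7 d. 75th-percentile sizes of change were 1.28 for AgNO3 EC50 at 3 d, 1.31 for Ag-NPs PVP-Coated EC20 at 3 d, 1.13 for Ag-NPs PVP-Coated EC50 at 3 d and 1.14 for Ag-NPs Non-Coated EC50 at 3 d. 75th-percentile control counts were 84 for the dispersant effect at 3 d and 1659 for un-spiked soil over time. 75th-percentile dose counts were 0 for Ag-NPs Non-Coated. 75th-percentile time counts were 97 for Ag NM300K, 34 for Ag-NPs Non-Coated, 332 for Ag-NPs PVP-Coated and 3 for AgNO3.

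MedianCD normalization gave counts of DEGs of 701 for AgNO3 EC20 at 7 d, 1196 for Ag-NPs PVP-Coated EC20 at 7 d, 1026 for Ag-NPs Non-Coated EC50 at 7 d and 3410 for Ag NM300K EC50 at 7 d. MedianCD over-expressed shares were 56.3% for Ag NM300K EC50 at 3 d. MedianCD sizes of change were 1.03 for Ag-NPs PVP-Coated EC50 at 3 d. MedianCD control counts were 719 for the dispersant effect at 3 d. MedianCD dose counts were 1558 for Ag NM300K, 5008 for Ag-NPs Non-Coated, 42 for Ag-NPs PVP-Coated and 130 for AgNO3. MedianCD time counts were 6870 for Ag-NPs PVP-Coated and 8 for AgNO3.

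Spike-in scaling gave counts of DEGs of 67, 9, 7013, 13618, 6073, 9856, 6399 and 118 at 3 d, and 1, 6, 11, 87, 26, 25, 8 and 2816 at 7 d. Spike-in over-expressed shares were 94.0%, 33.3%, 99.9%, 99.9%, 99.8%, 99.7%, 99.4% and 94.9% at 3 d, and 0%, 16.7%, 27.3%, 4.60%, 11.5%, 20%, 12.5% and 0.107% at 7 d. Spike-in sizes of change were 2.00, 2.55, 1.17, 1.28, 1.24, 1.16, 1.18 and 2.07 at 3 d, and 4.23, 2.68, 2.56, 1.87, 2.50, 2.58, 2.97 and 1.29 at 7 d. Spike-in control counts were 2 for the dispersant effect at 3 d, 7413 for dispersant soil over time and 6508 for un-spiked soil over time. Spike-in dose counts were 1 for Ag NM300K, 0 for Ag-NPs Non-Coated and 1 for AgNO3. Spike-in time counts were 6563 for Ag NM300K, 465 for Ag-NPs Non-Coated, 6611 for Ag-NPs PVP-Coated and 0 for AgNO3.

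Keeping probes well above background on all arrays gave counts of DEGs of 23 for AgNO3 EC20 at 7 d, 69 for AgNO3 EC50 at 7 d, 658 for Ag-NPs PVP-Coated EC20 at 7 d, 2824 for Ag-NPs PVP-Coated EC50 at 7 d and 244 for Ag NM300K EC20 at 7 d. Strict-filter over-expressed shares were 52.8% for Ag NM300K EC20 at 3 d and 78.7% for Ag NM300K EC20 at 7 d. Strict-filter control counts were 2961 for the dispersant effect at 3 d. Strict-filter dose counts were 290 for Ag-NPs Non-Coated. Strict-filter time counts were 1236 for Ag NM300K and 59 for AgNO3. Strict-filter other values were 2970 for the no-variation probes of MedianCD and 4009 for the no-variation probes of SVCD.

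With no filter on dim probes, the model gave counts of DEGs of 592, 69, 2042, 6501, 1427, 3943, 116 and 127 at 3 d, and 29, 268, 161, 3621, 288, 2022, 8 and 113 at 7 d. Unfiltered over-expressed shares were 78.3% for AgNO3 EC50 at 3 d, 95.8% for Ag-NPs Non-Coated EC50 at 3 d and 45.3% for Ag-NPs PVP-Coated EC20 at 7 d. Unfiltered sizes of change were 1.51, 1.79, 1.32, 1.06, 1.46, 1.13, 1.51 and 1.67 at 3 d, and 1.79, 1.39, 1.57, 1.01, 1.36, 1.06, 3.11 and 1.30 at 7 d. Unfiltered control counts were 75 for the dispersant effect at 3 d, 1 for the dispersant effect at 7 d and 978 for un-spiked soil over time. Unfiltered dose counts were 2 for Ag NM300K, 0 for Ag-NPs Non-Coated, 1 for Ag-NPs PVP-Coated and 22 for AgNO3. Unfiltered time counts were 13 for Ag NM300K, 2 for Ag-NPs Non-Coated, 173 for Ag-NPs PVP-Coated and 0 for AgNO3. Unfiltered other values were 0.0713 for the variation after Median normalization, 10069 for the no-variation probes of MedianCD, 18379 for the no-variation probes of SVCD, 0.608 for the similarity of 2 doses and 0.650 for the similarity of materials with the same control.

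Normexp background correction gave counts of DEGs of 32, 7, 10922, 517, 199, 237, 18 and 107 at 3 d, and 4, 9, 488, 305, 12695, 173, 10 and 94 at 7 d. Normexp over-expressed shares were 71.9%, 0%, 99.6%, 65.8%, 88.4%, 84.4%, 22.2% and 18.7% at 3 d, and 0%, 11.1%, 3.89%, 31.5%, 99.7%, 5.78%, 20% and 3.19% at 7 d. Normexp sizes of change were 0.86, 1.68, 0.63, 1.02, 0.87, 0.83, 0.82 and 0.93 at 3 d, and 1.82, 1.33, 0.61, 0.70, 0.68, 0.68, 1.70 and 0.74 at 7 d. Normexp control counts were 7 for the dispersant effect at 3 d, 738 for dispersant soil over time and 241 for un-spiked soil over time. Normexp dose counts were 13417 for Ag-NPs Non-Coated, 11696 for Ag-NPs PVP-Coated and 2 for AgNO3. Normexp time counts were 19 for Ag NM300K, 11017 for Ag-NPs Non-Coated, 11535 for Ag-NPs PVP-Coated and 1 for AgNO3. Normexp other values were 0.0433 for the variation after Median normalization, 0.000296 for the variation after Quantile normalization and 7980 for the no-variation probes of MedianCD.

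Slide as a block gave counts of DEGs of 2305 for AgNO3 EC50 at 3 d, 157 for AgNO3 EC20 at 7 d, 192 for AgNO3 EC50 at 7 d, 3852 for Ag-NPs PVP-Coated EC50 at 7 d and 478 for Ag NM300K EC20 at 7 d. Slide-block over-expressed shares were 43.8% for Ag-NPs PVP-Coated EC20 at 7 d and 57.1% for Ag NM300K EC20 at 7 d. Slide-block control counts were 2733 for un-spiked soil over time. Slide-block dose counts were 0 for Ag-NPs Non-Coated and 138 for AgNO3. Slide-block time counts were 1042 for Ag NM300K, 1572 for Ag-NPs Non-Coated, 174 for AgNO3 and 26 for the dispersant. Slide-block other values were 0.590 for the similarity of materials with the same control.

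Scan day as a block gave counts of DEGs of 44 for AgNO3 EC50 at 7 d, 2644 for Ag-NPs PVP-Coated EC50 at 7 d, 266 for Ag NM300K EC20 at 7 d and 2316 for Ag NM300K EC50 at 7 d. Scan-day over-expressed shares were 63.9% for Ag NM300K EC20 at 7 d. Scan-day dose counts were 1294 for Ag-NPs Non-Coated. Scan-day time counts were 917 for Ag NM300K and 6 for AgNO3.

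Slide as a random block gave counts of DEGs of 3565, 4144, 4717, 10805, 3451, 10596, 730 and 710 at 3 d, and 207, 259, 628, 3690, 641, 552, 597 and 2674 at 7 d. Random-slide over-expressed shares were 66.7% for Ag NM300K EC20 at 7 d. Random-slide sizes of change were 0.81 for Ag-NPs PVP-Coated EC50 at 3 d. Random-slide dose counts were 153 for Ag-NPs Non-Coated and 293 for AgNO3. Random-slide time counts were 1963 for Ag NM300K and 607 for AgNO3.

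Median normalization with slide as a block gave counts of DEGs of 1077, 117, 1308, 1129, 992, 80, 290 and 255 at 3 d, and 19, 194, 902, 3572, 295, 210, 463 and 434 at 7 d. Median-with-slide over-expressed shares were 50.4%, 35.9%, 57.4%, 56.2%, 60.1%, 48.8%, 44.8% and 43.5% at 3 d, and 57.9%, 50%, 27.3%, 48.0%, 20%, 31.0%, 57.7% and 49.3% at 7 d. Median-with-slide sizes of change were 1.33 for AgNO3 EC50 at 3 d, 1.19 for Ag-NPs PVP-Coated EC50 at 3 d and 1.42 for Ag-NPs Non-Coated EC50 at 3 d. Median-with-slide control counts were 168 for the dispersant effect at 3 d and 696 for un-spiked soil over time. Median-with-slide dose counts were 0 for Ag-NPs Non-Coated and 71 for AgNO3. Median-with-slide time counts were 32 for Ag-NPs Non-Coated, 299 for Ag-NPs PVP-Coated and 54 for AgNO3. Median-with-slide other values were 0.590 for the similarity of materials with the same control.

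A model of the compared groups alone gave counts of DEGs of 0, 0, 612, 10282, 262, 9502, 0 and 0 at 3 d, and 0, 1, 2, 320, 1, 3, 3 and 2 at 7 d. Groups-only over-expressed shares were 93.8% for Ag-NPs PVP-Coated EC50 at 3 d, 95.5% for Ag-NPs Non-Coated EC50 at 3 d, 0% for AgNO3 EC50 at 7 d, 0% for Ag-NPs PVP-Coated EC20 at 7 d, 0% for Ag-NPs Non-Coated EC20 at 7 d, 33.3% for Ag-NPs Non-Coated EC50 at 7 d and 0% for Ag NM300K EC50 at 7 d. Groups-only sizes of change were 1.47 for Ag-NPs PVP-Coated EC20 at 3 d, 1.80 for Ag-NPs Non-Coated EC20 at 3 d, 3.67 for AgNO3 EC50 at 7 d, 6.28 for Ag-NPs PVP-Coated EC20 at 7 d, 1.19 for Ag-NPs PVP-Coated EC50 at 7 d, 7.68 for Ag-NPs Non-Coated EC20 at 7 d, 4.02 for Ag-NPs Non-Coated EC50 at 7 d, 3.22 for Ag NM300K EC20 at 7 d and 3.62 for Ag NM300K EC50 at 7 d. Groups-only control counts were 0 for the dispersant effect at 3 d, 58 for dispersant soil over time and 1143 for un-spiked soil over time. Groups-only dose counts were 0 for Ag-NPs Non-Coated and 0 for AgNO3. Groups-only time counts were 0 for Ag NM300K, 994 for Ag-NPs Non-Coated and 1 for AgNO3. A model of the compared groups alone called no probe in 5 of the 16 comparisons, which then have no share or size. By construction it has fewer arrays from which to estimate the spread, as has the t-test.

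The methods' t-test gave counts of DEGs of 0, 1, 7, 7893, 0, 5913, 0 and 0 at 3 d, and 0, 0, 0, 1, 2, 0, 1 and 0 at 7 d. t-test control counts were 0 for the dispersant effect at 3 d.

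Exchanging the 2 kinds of control gave counts of DEGs of 14, 131, 601, 5455, 1343, 5008, 1634 and 1333 at 3 d, and 3, 16, 280, 1955, 126, 279, 85 and 1601 at 7 d. Exchanged-control over-expressed shares were 57.1%, 39.7%, 84.4%, 96.5%, 67.2%, 98.6%, 93.0% and 92.5% at 3 d, and 66.7%, 50%, 50.4%, 66.1%, 50.8%, 72.4%, 57.6% and 94.2% at 7 d. Exchanged-control time counts were 8 for Ag NM300K, 1023 for Ag-NPs Non-Coated, 1883 for Ag-NPs PVP-Coated and 6 for AgNO3.

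The replicate number as a block gave 1 for the dose test of Ag-NPs Non-Coated. Arrays of the same replicate number correlated at a mean of 0.0162 in their deviations from the group means, so that the number was not taken to pair them.

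The values that follow are the lowest and highest with 1 array left out, with 2 arrays remaining in its group. AgNO3 EC20 at 3 d gave 617 DEGs without replicate 3 of the un-spiked control at 3 d and 6192 without its replicate 1. AgNO3 EC50 at 3 d gave 328 DEGs without replicate 3 of the un-spiked control at 3 d and 5971 without its replicate 1. Ag-NPs PVP-Coated EC20 at 3 d gave 1124 DEGs without replicate 3 of the un-spiked control at 3 d and 5934 without its replicate 3. Ag-NPs PVP-Coated EC50 at 3 d gave 7117 DEGs without replicate 3 of the un-spiked control at 3 d and 11966 without replicate 2 of the un-spiked control at 3 d. Ag-NPs Non-Coated EC20 at 3 d gave 478 DEGs without its replicate 1 and 5622 without its replicate 3. Ag-NPs Non-Coated EC50 at 3 d gave 6688 DEGs without its replicate 3 and 12815 without its replicate 1. Ag NM300K EC20 at 3 d gave 163 DEGs without its replicate 3 and 867 without replicate 2 of the dispersant control at 3 d. Ag NM300K EC50 at 3 d gave 203 DEGs without replicate 1 of the dispersant control at 3 d and 1492 without replicate 2 of the dispersant control at 3 d. AgNO3 EC20 at 7 d gave 3 DEGs without its replicate 1 and 102 without replicate 2 of the un-spiked control at 7 d. AgNO3 EC50 at 7 d gave 11 DEGs without its replicate 2 and 68 without replicate 2 of the un-spiked control at 7 d. Ag-NPs PVP-Coated EC20 at 7 d gave 123 DEGs without replicate 1 of the un-spiked control at 7 d and 405 without replicate 2 of the un-spiked control at 7 d. Ag-NPs PVP-Coated EC50 at 7 d gave 727 DEGs without its replicate 3 and 3047 without its replicate 2. Ag-NPs Non-Coated EC20 at 7 d gave 56 DEGs without replicate 1 of the un-spiked control at 7 d and 1100 without its replicate 3. Ag-NPs Non-Coated EC50 at 7 d gave 75 DEGs without its replicate 2 and 316 without replicate 2 of the un-spiked control at 7 d. Ag NM300K EC20 at 7 d gave 0 DEGs without replicate 2 of the dispersant control at 7 d and 54 without replicate 3 of the dispersant control at 7 d. Ag NM300K EC50 at 7 d gave 53 DEGs without its replicate 1 and 3664 without its replicate 2.

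AgNO3 EC20 at 3 d gave 68.3% over-expressed without its replicate 3 and 99.01% without its replicate 1. AgNO3 EC50 at 3 d gave 88.9% over-expressed without its replicate 2 and 98.7% without replicate 2 of the un-spiked control at 3 d. Ag-NPs PVP-Coated EC20 at 3 d gave 95.2% over-expressed without replicate 1 of the un-spiked control at 3 d and 99.4% without its replicate 3. Ag NM300K EC20 at 3 d gave 8.88% over-expressed without replicate 2 of the dispersant control at 3 d and 89.9% without replicate 3 of the dispersant control at 3 d. Ag NM300K EC50 at 3 d gave 5.70% over-expressed without replicate 2 of the dispersant control at 3 d and 82.0% without replicate 3 of the dispersant control at 3 d. AgNO3 EC50 at 7 d gave 25% over-expressed without its replicate 1 and 86.4% without replicate 1 of the un-spiked control at 7 d. Ag-NPs PVP-Coated EC20 at 7 d gave 42.9% over-expressed without replicate 3 of the un-spiked control at 7 d and 83.2% without replicate 2 of the un-spiked control at 7 d. Ag-NPs PVP-Coated EC50 at 7 d gave 45.3% over-expressed without its replicate 3 and 90.1% without its replicate 2. Ag-NPs Non-Coated EC20 at 7 d gave 7.09% over-expressed without its replicate 3 and 85.4% without its replicate 1. Ag-NPs Non-Coated EC50 at 7 d gave 42.9% over-expressed without its replicate 1 and 90.7% without its replicate 3. Ag NM300K EC20 at 7 d gave 0% over-expressed without its replicate 1 and 85.2% without replicate 3 of the dispersant control at 7 d. Ag NM300K EC50 at 7 d gave 67.7% over-expressed without its replicate 3 and 96.8% without its replicate 2.

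AgNO3 EC20 at 3 d gave 0.82 in size without its replicate 1 and 1.28 without its replicate 3. AgNO3 EC50 at 3 d gave 0.81 in size without replicate 1 of the un-spiked control at 3 d and 1.18 without replicate 3 of the un-spiked control at 3 d. Ag-NPs PVP-Coated EC20 at 3 d gave 0.89 in size without its replicate 3 and 1.24 without replicate 3 of the un-spiked control at 3 d. Ag-NPs PVP-Coated EC50 at 3 d gave 0.91 in size without its replicate 1 and 1.01 without replicate 2 of the un-spiked control at 3 d. Ag-NPs Non-Coated EC20 at 3 d gave 0.99 in size without its replicate 3 and 1.45 without its replicate 1. Ag-NPs Non-Coated EC50 at 3 d gave 0.87 in size without its replicate 3 and 1.08 without its replicate 1. AgNO3 EC20 at 7 d gave 1.40 in size without its replicate 3 and 2.68 without replicate 3 of the un-spiked control at 7 d. AgNO3 EC50 at 7 d gave 1.57 in size without its replicate 3 and 2.47 without its replicate 1. Ag-NPs PVP-Coated EC20 at 7 d gave 1.05 in size without its replicate 1 and 1.30 without replicate 1 of the un-spiked control at 7 d. Ag-NPs PVP-Coated EC50 at 7 d gave 0.85 in size without its replicate 2 and 1.07 without its replicate 3. Ag-NPs Non-Coated EC50 at 7 d gave 1.05 in size without its replicate 3 and 1.28 without its replicate 1. Ag NM300K EC20 at 7 d gave 1.08 in size without replicate 3 of the dispersant control at 7 d and 1.51 without its replicate 1. Ag NM300K EC50 at 7 d gave 0.78 in size without replicate 3 of the dispersant control at 7 d and 1.35 without its replicate 1.

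The dispersant effect at 3 d gave 47 DEGs without replicate 3 of the dispersant control at 3 d and 5946 without replicate 2 of the dispersant control at 3 d. The dispersant effect at 7 d gave 0 DEGs without replicate 3 of the un-spiked control at 7 d and 25 without replicate 2 of the un-spiked control at 7 d. Un-spiked soil over time gave 1460 DEGs without replicate 3 of the un-spiked control at 3 d and 5166 without replicate 2 of the un-spiked control at 3 d. Dispersant soil over time gave 1491 DEGs without replicate 2 of the dispersant control at 3 d and 3693 without replicate 3 of the dispersant control at 3 d. The dose test of AgNO3 gave 28 calls without replicate 2 of AgNO3 EC20 at 7 d and 2040 without replicate 3 of AgNO3 EC20 at 3 d. The dose test of Ag-NPs PVP-Coated gave 0 calls without replicate 2 of Ag-NPs PVP-Coated EC20 at 3 d and 2 without replicate 1 of Ag-NPs PVP-Coated EC20 at 3 d. The dose test of Ag-NPs Non-Coated gave 0 calls without replicate 3 of Ag-NPs Non-Coated EC20 at 3 d and 4546 without replicate 3 of Ag-NPs Non-Coated EC20 at 7 d. The dose test of Ag NM300K gave 0 calls without replicate 1 of Ag NM300K EC20 at 3 d and 5 without replicate 3 of Ag NM300K EC50 at 3 d. The time test of AgNO3 gave 1 calls without replicate 2 of AgNO3 EC20 at 7 d and 1874 without replicate 3 of AgNO3 EC20 at 3 d. The time test of Ag-NPs PVP-Coated gave 977 calls without replicate 2 of the un-spiked control at 7 d and 4302 without replicate 2 of the un-spiked control at 3 d. The time test of Ag-NPs Non-Coated gave 217 calls without replicate 2 of the un-spiked control at 7 d and 5623 without replicate 1 of Ag-NPs Non-Coated EC50 at 3 d. The time test of Ag NM300K gave 106 calls without replicate 2 of the dispersant control at 7 d and 2077 without replicate 1 of Ag NM300K EC50 at 3 d. The time test of the dispersant gave 0 calls without replicate 3 of the un-spiked control at 3 d and 2021 without replicate 2 of the dispersant control at 3 d.

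Signal over background limits the dim probes. Between 44.8% and 85.4% of the gene probes were well above background on an array. For a probe near background in 1 group, such as CUST_7701_PI427420766_b in un-spiked soil at 7 d, only a bound on the change can be given.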

Other observations

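The test of the un-spiked control arrays and Median normalization with slide as a block were chosen after the results were seen. Slide as a block and Median normalization alone were alternatives fixed before the data were examined, but were chosen as tests of these results only after. The tests of scan day, single arrays, other splits, bright arrays and the spike-in level were chosen before.

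All 6 large counts at 3 d share 1 control, which had the lowest level of the 20 groups after SVCD. Set against the dispersant control of the same day, AgNO3 gave 14 DEGs at EC20 and 131 at EC50, each under 0.1 of the count with un-spiked soil. The un-spiked control arrays are therefore a candidate explanation of most AgNO3 calls at 3 d. The dispersant control gave 601 and 5455 DEGs for Ag-NPs PVP-Coated, and 1343 and 5008 for Ag-NPs Non-Coated. Of these, 432, 4940, 704 and 4644 were also called with the same sign against un-spiked soil. This argues against those arrays as the whole cause there, although most EC20 calls against un-spiked soil were not kept. The dispersant itself was tested only as a difference between the controls, and its effect stays open in these values.

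The difference of 1290 probes between the controls at 3 d was 990 with scan day as a block and 1196 with slide as a block, which argues against either as the whole cause. It was 79 after Median normalization, 168 with slide as a block added, and 47 without replicate 3 of the dispersant control, so that the between-condition step or this array may account for most of it. An effect of the dispersant stays open. Of the 10 splits of these 6 arrays, 2 gave as many calls. The other one gave 1800 and put replicates 2 and 3 of un-spiked soil with replicate 2 of the dispersant control, all scanned on day 3 and 2 of them on slide 8.

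Other splits were counted for the remaining comparisons of 3 against 3 arrays, where 10 splits cannot give a share below 0.1, so that chance cannot be excluded by this count. Only the real split gave as many calls, 1 of 10, in 17 of the 20 comparisons. For Ag NM300K EC50 at 3 d it was 2 of 10, the other with 497 calls against 424. That split put 3 arrays of scan day 3, of which 2 lay on slide 8, on one side, and the count was 389 with scan day and 316 with slide as a block. For the dispersant at 7 d every split, 10 of 10, reaches the 0 that limma called, so that this count says nothing. Limma called 872 at an unadjusted p below 5%, and the methods' t-test called 0, with 1040 unadjusted. For dose, 4 of 100 splits gave as many as the 42 of AgNO3. This argues against chance at 5% only for that test taken alone, with no adjustment over the 4 materials. All splits here kept the normalization of the real groups, which may favour the real split. The dose count of 7 for Ag-NPs Non-Coated was reached in 10 of 100, so that chance cannot be excluded. The counts of 0 for the coated particles and for Ag NM300K are reached by all 100 of 100 splits by construction, which says nothing about chance. For these 2 materials limma called 3281 and 1921 probes at an unadjusted p below 5%.

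On 2 arrays, replicate 3 of Ag NM300K EC20 at 3 d and replicate 1 of Ag-NPs PVP-Coated EC20 at 7 d, 95.6% and 97.7% of the probes were above background, against at most 87.8% on the other 58. Signal that was not hybridised worm RNA was tested on the dimmest spike-in probe, whose log2 signal was 4.92 and 5.16 on these arrays and at most 2.28 on the others. The second-dimmest spike-in probe, at 3.98 and 3.90, lay within the range of 0.94 to 4.73 on the others. Both values were higher than on the other arrays of the same slide, which had 2.13 to 2.98 and 1.64 to 2.02. This probe therefore gives no evidence against such a signal. The negative-control spots were not raised, at 0.46 and 0.78, but the background correction sets them to a floor, so that this explanation cannot be told apart from a real signal. A later scan of part of a slide was tested on the 5 other arrays of later passes, of which 1 lay above every array of a first pass. That array was at 87.8%, far below the bright 2, against at most 87.0% in a first pass. Both bright arrays were themselves later scans, each alone in its pass as no other later scan was, so that a later scan alone cannot be told apart from a property of these 2 samples. No biological explanation was tested.

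The group levels after SVCD were set against those after spike-in scaling, with the amount of RNA in the worms as a possible explanation. The study's methods label a fixed amount of total RNA per sample and add the spike-ins at that step. The spike-ins therefore cannot show how much RNA the worms held. Adjustment was over both coefficients of 3 relations, which overlap in their groups. Over the 20 groups, the level after spike-in scaling correlated with the level after SVCD at a Pearson r of 0.429 (permutation p 0.0581, adjusted 0.0698). The Spearman rho was 0.295 (permutation p 0.205, adjusted 0.205). Without the 2 farthest groups r was 0.204. Over the 10 groups of 3 d r was 0.642 (permutation p 0.0441, adjusted 0.0662) and rho 0.685 (permutation p 0.0347, adjusted 0.0662), and over the 10 groups of 7 d r was -0.704 (permutation p 0.0289, adjusted 0.0662) and rho -0.685 (permutation p 0.0340, adjusted 0.0662). None passed 5% after adjustment and the 2 times went opposite ways. With a fixed amount of RNA labelled, these values cannot decide on the amount of RNA in the worms.

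Over the 16 silver treatments, normalized over their own 60 arrays, the share with a median absolute fold change above 2-fold was 37.5% after SVCD, with 2 more at 0.995 and 0.996 on the log2 scale, and 50% after MedianCD normalization. Both are lower than the share quoted from the study above, which covers more treatments and other probes.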
